A study of Mus musculus with 2 samples. Its data were reported in "Spermidine-eIF5A axis is essential for muscle stem cell activation via translational control" (2024).

How the data were processed

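Muscle stem cells, also called satellite cells, were studied in mice whose Pax7-expressing cells can be marked by a fluorescent reporter. The 2 libraries came from the tibialis anterior muscle of 8-week-old animals. The QSC library was made from sorted quiescent satellite cells of uninjured muscle and the ASC library from sorted activated satellite cells taken 1.5 days after injury with cardiotoxin, a toxin that destroys muscle fibres. Each group had 1 library, so group and library cannot be separated.

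The libraries were prepared with droplet-based 3' single-cell chemistry, in which every captured transcript carries a unique molecular identifier (UMI) and a barcode shared by all transcripts of a droplet. Per the file headers, the authors made the deposited counts with Cell Ranger 6.0.2, and each value is the whole number of UMIs of a gene in a barcode. The methods of the study name another release of that program, and neither the labels nor the headers state the genome build, the annotation or the handling of strand. The deposited matrices hold 32285 features, of which 32158 (99.6%) carry an identifier that is in the GENCODE M21 annotation of the GRCm38 assembly and 31436 also the same symbol. Coordinates are those of that annotation, 1-based. Odc1, Azin1, Azin2, Oaz1, Oaz3, Paox, Dhps and Dohh overlap other annotated genes, so their counts are less certain. Processed pseudogenes of Sms, Eif5a and Amd1 lie in the annotation but not among the counted features, so whether any of their reads were counted for the parent genes was not examined here.

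Cells were kept with at least 500 detected genes and at most 10% of UMIs from the 13 mitochondrial genes, and genes with UMIs in at least 3 kept cells, which left 14443 genes. The study's own limit of 1% mitochondrial UMIs was to be the main setting if it kept at least 50% of the barcodes with 500 genes in each library. It kept 16.5% of them in the QSC library (86 of 520) and 63.8% in the ASC library (948 of 1487), so it became an alternative. No doublets were removed. The Scrublet method as implemented in scanpy 1.11.5, run per library, called 7 of 516 QSC barcodes and 3 of 1468 ASC barcodes, too few to serve as a test of doublets.

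For each gene, UMIs were summed over the kept cells of a library and expressed as CPM, the counts scaled to a sum of 1e6 UMIs per library, with an exact Poisson 95% interval. The ratio of ASC over QSC carries an exact conditional binomial 95% interval, and shares of cells carry exact Clopper-Pearson 95% intervals. All intervals cover counting error only: cells of a library are not replicates, no difference has a replicate check, and no test, p-value or number of changed genes was computed from cells. A count of 0 was set to 3 counts for a lower bound on a fold, and no fold was given where both libraries had at most 3 counts. This floor of 3 counts is 2.58 CPM in the QSC library and 0.337 CPM in the ASC library. Shares of cells with a UMI were compared after thinning each cell to 1200 UMIs, leaving out cells below that depth.

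The genes of interest were fixed before the data were examined: the population markers of the study (Pax7, Myf5, Myod1, Myog, Myf6, Myh4), the polyamine enzymes, their control genes, and Eif5a with its relatives and its modifying enzymes, 23 genes in all. Further genes were named by a rule fixed at the same time: the 10 highest and the 10 lowest ratios among genes not encoded in mitochondria with at least 100 CPM in the library where they were higher, and 5 each way in comparisons restricted to muscle cells. For 10 gene sets, the median log2 ratio, with 0.5 added to each count, was placed among 10000 random lists of the same size matched on mean expression, with each gene replaced by 1 of its 100 nearest neighbours. The interval of a set median comes from 1000 Poisson redraws of the counts. These percentiles describe the 2 libraries only.

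The merged libraries were clustered with Seurat 5.3.0 in R 4.3.3 by the settings of the study's methods: normalization to 10000 counts per cell on a log scale, variable genes with a mean from 0.1 to 6 and a dispersion from 0.5 to 15 (1084 genes), regression on UMI number and mitochondrial share, 10 principal components, and a resolution of 0.6. A cluster was named after the type with the most fixed markers among its 10 leading genes, provided that at least 3 markers were detected in at least 10% of its cells and were higher than in the rest. The markers, for 12 types, were fixed together with the genes of interest. This naming rule itself was written after the data were seen, so the restrictions that use cluster names were not fully fixed beforehand. The names quiescent-like, activated-like and myocyte-like come from this rule and are not the study's own assignment of cells to its populations.

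Contractile-high barcodes, a class defined after the data were seen, took at least 5% of their UMIs from the 10 myocyte markers, which encode contractile and other fibre proteins: Myf6, Myh4, Acta1, Ckm, Mylpf, Tnnt3, Tnnc2, Myh1, Pvalb and Atp2a1. Contractile-low muscle cells were the rest outside clusters named as a non-muscle type. Between shares of 3% and 6% lay 4 QSC and 70 ASC barcodes.

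Of the alternatives, 10 were planned for each ratio: all deposited barcodes, limits of 1% and 5% mitochondrial UMIs, at least 1000 genes per cell, removal of Scrublet calls, the mean of CPM per cell, TMM scaling (edgeR 4.0.16), median-of-ratios scaling, clusters named as muscle types only, and removal of myocyte-like clusters. A further 2, restricted to contractile-low muscle cells and to contractile-high barcodes, were added after the data were seen. Clustering was repeated with 5 other settings. The ratio and set methods were tested on simulated data: for the ASC over QSC comparison, counts were drawn for 14372 genes with 200 of them changed, and 97.1% of all intervals and 96.0% of those of changed genes held the true value. All changed genes had the right direction (100%). A list of 20 raised genes reached percentile 100, and 20 lists of unchanged genes fell between percentiles 3.53 and 94.0. The simulated counts were Poisson and independent between genes, as the intervals assume, and the lists were matched by a simpler rule. They therefore do not test the effect of spread between cells or of genes that vary together.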

Results

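Single-cell transcriptomes of quiescent and activated satellite cells were collected to ask how the genes of polyamine metabolism, and the translation factor gene Eif5a, are expressed before and after activation. There was 1 library per group, so every difference below is a difference between 2 libraries and none has a replicate check. The QSC library held 766 deposited barcodes with 1346020 UMIs. The ASC library held 1650 barcodes with 9059807 UMIs. After filtering, 516 QSC cells with 1162091 UMIs and 1468 ASC cells with 8895815 UMIs remained. The kept QSC cells had a median of 2155 UMIs, 941.5 genes and 4.44% mitochondrial UMIs, and the ASC cells a median of 3502 UMIs, 1212.5 genes and 0.297% mitochondrial UMIs.

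What kinds of barcodes each library held was examined first. Barcodes with at least 5% of their UMIs from 10 contractile and other fibre genes made up 20.2% of the QSC cells (104 of 516, 95% interval 16.8 to 23.9) and 64.0% of the ASC cells (939 of 1468, 61.4 to 66.4). The gap between these shares depends on the cell filter, which had left out 212 contractile-high QSC barcodes, more than it kept, and 124 ASC ones. The kept contractile-high barcodes had low mitochondrial shares, with medians of 0.719% in the QSC library and 0.175% in the ASC library, against 4.90% and 2.30% in contractile-low muscle cells. Under the study's limit of 1% mitochondrial UMIs, 85 of the 86 remaining QSC barcodes and 870 of the 948 remaining ASC barcodes were contractile-high. There were 369 contractile-low muscle cells in the QSC library and 418 in the ASC library, with a median of 2222 and 8400.5 UMIs. This class is defined by what it leaves out. Most of its ASC cells lay in clusters that could not be named, with 241 in cluster 1 and 101 in cluster 5. The activated-like cluster 10 held 45 of them and the quiescent-like cluster 2 held 7. Of the QSC cells, 238 lay in cluster 2. Clusters named as non-muscle types held 43 QSC and 115 ASC barcodes, of which 4 ASC barcodes were contractile-high. Contractile-low muscle cells still took 1.56% and 1.74% of their UMIs from the 10 genes, and macrophage/monocyte-like cells took 1.97% and 2.34%, so contractile transcripts were spread over all kinds of barcodes.

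**Figure D1:**
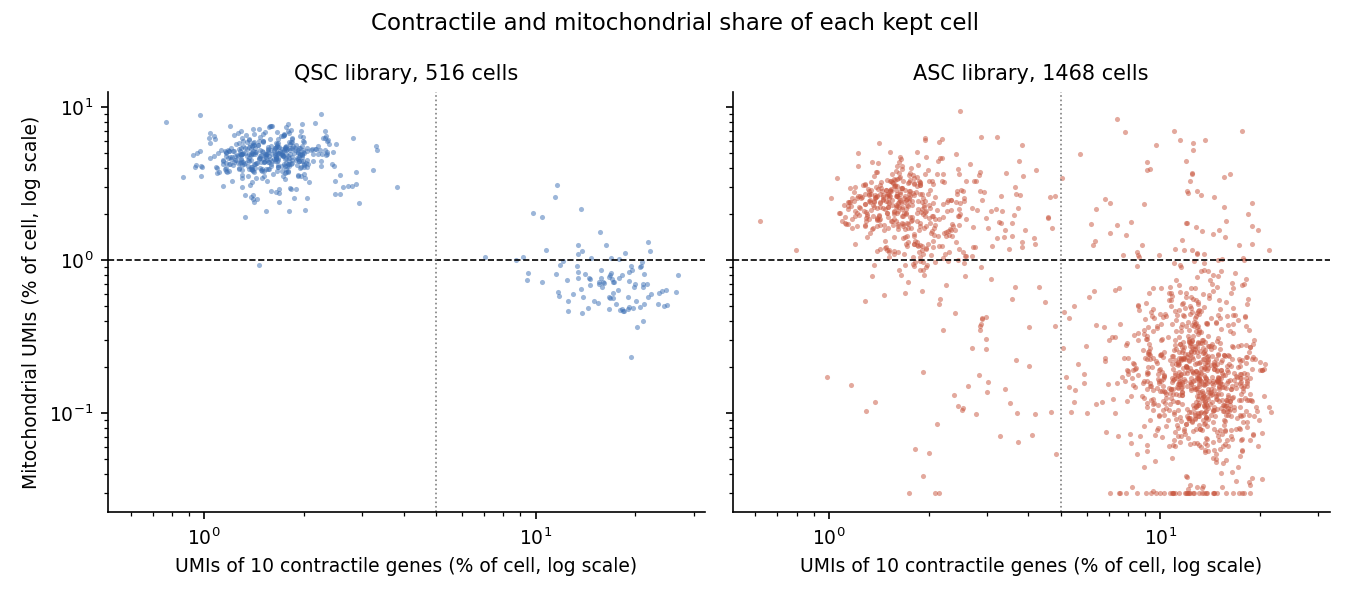
Each point is a kept cell, with the share of its UMIs from 10 contractile genes on the horizontal axis and from mitochondrial genes on the vertical axis (percent, log scales; cells below the plotted range of the vertical axis sit at its lowest level). The dotted line marks the 5% contractile limit and the dashed line the 1% mitochondrial limit, below which 85 of 86 QSC and 870 of 948 ASC cells are contractile-high.

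The markers of the study's populations were compared next, to see what each library contains. Pax7 (chromosome 4, 139737062 to 139833528, GRCm38), the transcription factor gene of satellite cells, stood at 160 CPM in the QSC library (186 UMIs) and 18.4 CPM in the ASC library (164 UMIs), a log2 ratio of -3.12 (95% interval -3.43 to -2.81). Myf5 behaved alike, with a log2 ratio of -3.26. Myod1 (chromosome 7, 46376474 to 46379099), a marker of activation, rose from 112 to 305 CPM, a log2 ratio of 1.45 (1.19 to 1.71), and Myog from 25.0 to 613 CPM, a log2 ratio of 4.62 (4.09 to 5.20). The fibre markers Myf6 and Myh4 were also higher in the ASC library, by log2 ratios of 1.95 and 1.47. The alternative that moved Pax7 most was the restriction to clusters named as muscle types, which gave -5.87. Across the 5730 genes with at least 20 counts in each library the median log2 ratio was -0.24, and TMM scaling would raise every log2 ratio by 0.28. Relative to the median gene, the log2 ratio was -2.88 for Pax7 and 1.69 for Myod1.

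The main question of the single-cell data was whether the genes of polyamine synthesis and breakdown differ between the states. Polyamines are small amines made from ornithine. Odc1 encodes ornithine decarboxylase, which makes putrescine, Srm the spermidine synthase, Sms the spermine synthase, Smox the oxidase that returns spermine to spermidine, and Sat1 an acetyltransferase that starts polyamine breakdown. Odc1 (chromosome 12, 17544794 to 17551505) rose from 63.7 CPM (95% interval 50 to 79.9) to 288 CPM (277 to 300), a log2 ratio of 2.18 (1.85 to 2.53). The alternative that moved Odc1 most was the restriction to clusters named as muscle types, at 1.79. Srm (chromosome 4, 148591503 to 148594993) rose from 50.8 to 179 CPM, a log2 ratio of 1.82 (1.44 to 2.22). Of the 1594 ASC UMIs of Srm, 1022 lay in the 145 cells of cluster 5, and the mean of CPM per cell gave 0.70. Sms (chromosome X, 157443855 to 157492287) rose from 74.9 to 180 CPM, a log2 ratio of 1.27 (0.96 to 1.60). Smox (chromosome 2, 131491496 to 131525922) did not differ beyond counting error, with 31 and 218 UMIs and a log2 ratio of -0.12 (-0.67 to 0.47). Its sign turns under TMM scaling, at 0.16. Sat1 (chromosome X, 155213132 to 155216449) was lower in the ASC library, at 111 against 242 CPM, a log2 ratio of -1.12 (-1.31 to -0.92). Relative to the median gene, these log2 ratios were 2.42 for Odc1, 2.06 for Srm, 1.51 for Sms, 0.12 for Smox and -0.88 for Sat1.

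The direction of Sat1 depended on which barcodes were counted. Under the 1% mitochondrial limit its log2 ratio was 2.33 (0.77 to 4.61), on 3 QSC UMIs, against -1.12 in the main setting. Within contractile-high barcodes it was 2.00 (0.63 to 3.89), which rests on 4 QSC UMIs, and within contractile-low muscle cells it was -1.99 (-2.22 to -1.75). In the macrophage/monocyte-like cluster Sat1 stood at 582 CPM in the QSC library and 653 CPM in the ASC library, above its level in muscle cells. Srm was also uneven: its log2 ratio was 2.30 (1.88 to 2.75) within contractile-low muscle cells and 0.04 (-0.99 to 1.28) within contractile-high barcodes. Odc1 was higher in the ASC library within both classes, by log2 ratios of 2.09 (1.71 to 2.49) and 2.38 (1.60 to 3.29), and so was Sms, by 1.16 (0.75 to 1.59) and 0.87 (0.37 to 1.42). Within contractile-low muscle cells Smox was lower in the ASC library, by a log2 ratio of -1.10 (-2.001 to -0.11) on 14 and 41 UMIs.

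**Figure D2:**
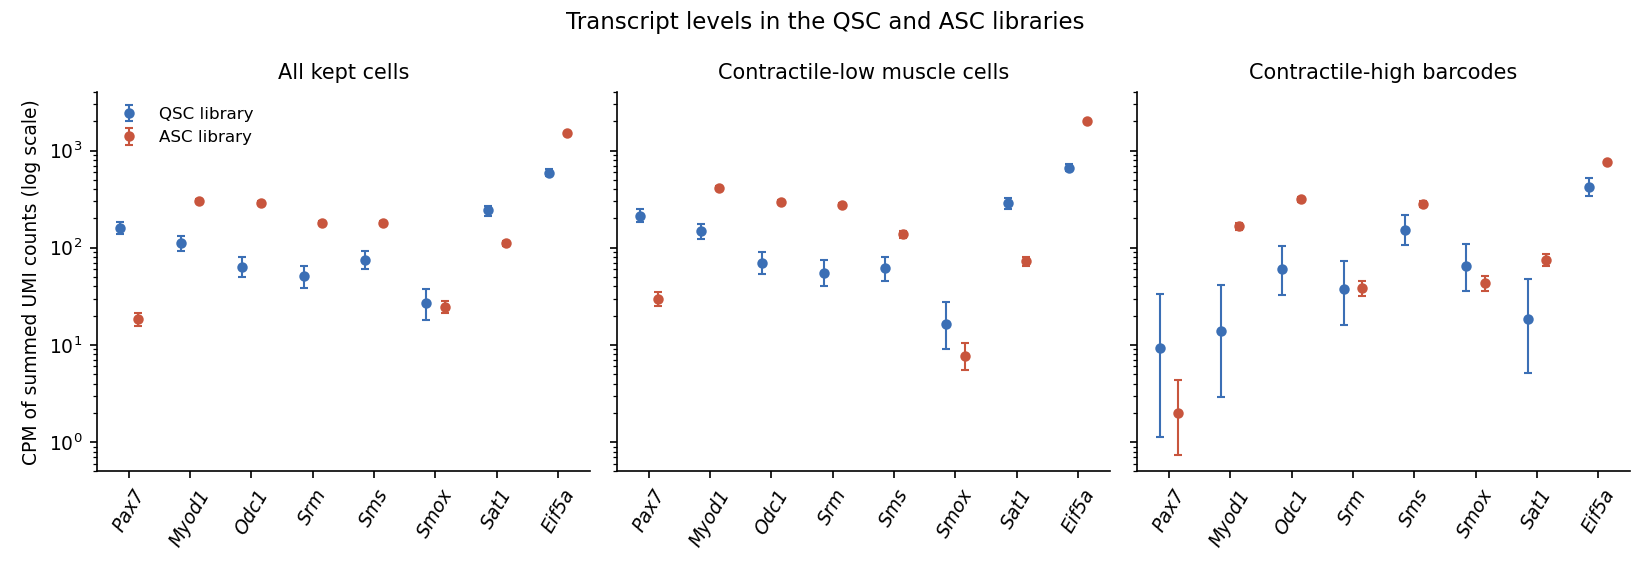
Points are CPM of summed UMI counts on a log scale in the QSC and ASC libraries, with bars for exact Poisson 95% intervals that cover counting error only, over all kept cells, contractile-low muscle cells and contractile-high barcodes. Sat1 is lower in the ASC library over all kept cells (log2 ratio -1.12) and higher among contractile-high barcodes (2.00).

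Of the remaining enzymes of the pathway, Paox had only 2 QSC and 53 ASC UMIs, a log2 ratio of 1.79 (-0.13 to 4.87), and overlaps Echs1 on the opposite strand, so its value is uncertain. Sat2 was at 9 and 34 UMIs, a log2 ratio of -1.02 (-2.11 to 0.23). Amd1, which supplies the aminopropyl donor, had a log2 ratio of -0.08 (-0.41 to 0.26). Among the genes that control ornithine decarboxylase, Oaz1 had a log2 ratio of -0.05 (-0.12 to 0.03), Oaz2 of -0.56 (-0.77 to -0.33) and Azin1 of 0.41 (0.09 to 0.74). The signs of Amd1 and Oaz1 turn positive relative to the median gene, at 0.15 and 0.19, and the difference of Azin1 was not kept within contractile-low muscle cells, at -0.20 (-0.57 to 0.18). Within contractile-high barcodes Azin1 was higher, at 2.91 (1.54 to 4.79) on 4 QSC UMIs, and Amd1 lower, at -0.69 (-1.15 to -0.19). Within clusters named as muscle types Amd1 was higher, at 0.43 (0.05 to 0.81), and Oaz2 did not differ beyond counting error, at -0.07 (-0.33 to 0.19). Oaz1 lay below 0 beyond counting error within contractile-low muscle cells, at -0.14 (-0.23 to -0.05). It also did so under the 5% mitochondrial limit, at -0.14 (-0.22 to -0.05). Relative to the median gene, Oaz1 was at 0.12 within contractile-low muscle cells. Azin2 had 6 and 17 UMIs. Oaz3 had 0 UMIs in both libraries, with upper limits of 3.17 CPM in the QSC library and 0.415 CPM in the ASC library (2.58 and 0.337 CPM at the floor of 3 counts).

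Eif5a encodes the translation factor that is modified with a residue derived from spermidine, and whether its transcript rises with activation was the next question. Eif5a (chromosome 11, 69916714 to 69921958) rose from 594 CPM (550 to 640; 690 UMIs) to 1514 CPM (1488 to 1540; 13467 UMIs). The ratio was 2.55-fold, a log2 ratio of 1.35 (1.24 to 1.46), or 1.59 relative to the median gene. It was 1.61 (1.49 to 1.73) within contractile-low muscle cells and 0.85 (0.54 to 1.17) within contractile-high barcodes. Clusters named as muscle types gave the lowest value, 0.57. Summed counts weigh deep cells more: cluster 5, with 145 of 1468 ASC cells, held 7292 of the 13467 ASC UMIs of Eif5a. The mean of CPM per cell, which weighs cells alike, gave 0.77. The macrophage/monocyte-like cluster also had more Eif5a in the ASC library, by a log2 ratio of 1.02 (0.23 to 1.94) on 13 QSC UMIs, so the difference was not confined to barcodes named as muscle. Free RNA of muscle cells was not removed from these values. Plac8 and Ly6c2, among the leading genes of the macrophage/monocyte-like cluster, had no QSC UMI, so its cells were not alike in the 2 libraries. Of the enzymes that make the modification, Dohh rose from 37.9 to 92.7 CPM, a log2 ratio of 1.29 (0.85 to 1.76), and Dhps did not differ beyond counting error, at 0.26 (-0.27 to 0.83), with 0.71 (0.02 to 1.47) in contractile-low muscle cells and -1.06 (-1.98 to 0.004) in contractile-high barcodes. Dohh and Dhps overlap other annotated genes, so their values are less certain. The paralog Eif5a2 had 5 and 11 UMIs.

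Shares of cells with at least 1 UMI were compared at 1200 UMIs per cell, which left 488 QSC and 1371 ASC cells after 28 and 97 shallower ones were left out. Odc1 was detected in 6.56% of QSC cells (95% interval 4.53 to 9.13) and 26.3% of ASC cells (24.0 to 28.7), and Pax7 in 14.8% and 1.90%. Myod1 was detected in 9.43% and 19.5%, Srm in 5.33% and 9.99%, Sms in 7.58% and 21.7%, Smox in 2.46% and 4.16%, Sat1 in 18.9% and 12.5%, and Eif5a in 48.4% and 62.9%. The rise in the share for Smox goes against its CPM, and no order is read from it. Without thinning, the shares were 12.2% and 55.2% for Odc1, 24.2% and 7.43% for Pax7 and 16.1% and 42.2% for Myod1. Macrophages and monocytes served as the background for the muscle markers. At the same depth, 0 of 12 such cells in the QSC library (medians of 2115 UMIs, against 2196 over all cells) and 0 of 83 in the ASC library (6490 against 3807) had a Pax7 UMI, and 0 of 12 and 3 of 83 (3.61%) had a Myod1 UMI. The share with Pax7 over all ASC cells, 1.90%, lay within the interval of that background (0 to 4.35%), but it includes the contractile-high barcodes, with 0.234%. In contractile-low ASC muscle cells it was 5.83% (3.77 to 8.54), and Pax7 stood there at 29.7 CPM (25.2 to 34.7), above the 1.83 CPM (0.05 to 10.2) of ASC macrophages. The other genes can be expressed by macrophages: Odc1 was found in 0 of 12 and 13.3% of them, and Srm in 8.33% and 8.43% (3.46 to 16.6 in the ASC library). The Srm share over all ASC cells lay within that interval, and that of contractile-low ASC muscle cells, 21.8% (17.9 to 26.2), above it. Sms was found in 0 of 12 and 6.02% of macrophages, Smox in 0 of 12 and 14.5%, Sat1 in 41.7% and 53.0%, and Eif5a in 41.7% and 59.0%. The Eif5a share over all ASC cells lay within the interval of ASC macrophages (47.7 to 69.7). That of contractile-low ASC muscle cells, 73.3% (68.8 to 77.5), lay above it, though the 2 intervals overlap. Over all ASC cells, the shares of Myod1, Odc1 and Sms lay above the intervals of ASC macrophages (upper limits 10.2%, 22.5% and 13.5%). Those of Smox and Sat1 lay below them (lower limits 7.70% and 41.7%). In the QSC library 0 of 12 cells allows up to 26.5%, so the QSC shares of Pax7, Myod1, Odc1, Sms and Smox over all cells lay within that interval too.

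Clustering of the merged libraries gave 14 clusters, of which 9 could be named by the fixed markers and 5 could not. Clusters 0, 4 and 9 were myocyte-like, cluster 2 quiescent-like, cluster 10 activated-like, and clusters 8, 11, 12 and 13 macrophage/monocyte-like, neutrophil-like, fibroblast-like and endothelial-like. Cluster 2, with 238 QSC and 9 ASC cells, was also led by the early-response genes Fosb, Jund, Junb, Egr1 and Fos. Most clusters came largely from 1 library and may reflect the library, not a type, so their sizes are not compared between groups. Among other settings the number of clusters ranged from 10 (resolution 0.3) to 14. QSC cells placed in clusters 0 and 4 were low in contractile transcripts (medians of 1.90% and 1.51%), while the ASC cells there were high (15.5% and 13.1%), so those names describe the ASC cells.

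Levels within clusters are given by cluster number. Odc1, Srm, Sms, Smox and Eif5a were not among the genes that defined the clusters, unlike Pax7 and Sat1. Within the ASC library, Eif5a was highest in cluster 5, at 2683 CPM (2622 to 2745), and Srm was also highest there, at 376 CPM (353 to 400). This cluster, led by Vim, Ncl and Npm1 among others, held 145 ASC cells: 101 contractile-low ones with a median of 28243 UMIs and 44 contractile-high ones with a median of 1871.5 UMIs. The activated-like cluster 10 had 1309 CPM of Eif5a and 111 CPM of Srm. Odc1 was highest in cluster 3, at 461 CPM (409 to 516). It stood at 412 CPM (347 to 487) in cluster 7, 391 CPM (368 to 415) in cluster 5 and 127 CPM in cluster 10. The intervals of clusters 3, 7 and 5 overlapped, so no order is read among them. The ASC cells of clusters 3 and 7 were mostly contractile-high (211 of 226 and 102 of 103), and cluster 3 was led by haemoglobin genes. Sms was highest in the myocyte-like clusters 4, at 334 CPM (292 to 381), and 0, at 301 CPM (268 to 337), which were not apart beyond counting error, and stood at 136 CPM in cluster 10. In the quiescent-like cluster 2 of the QSC library, Odc1 stood at 76.4 CPM, Srm at 39.9 CPM, Sms at 60.8 CPM and Eif5a at 705 CPM.

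**Figure D3:**
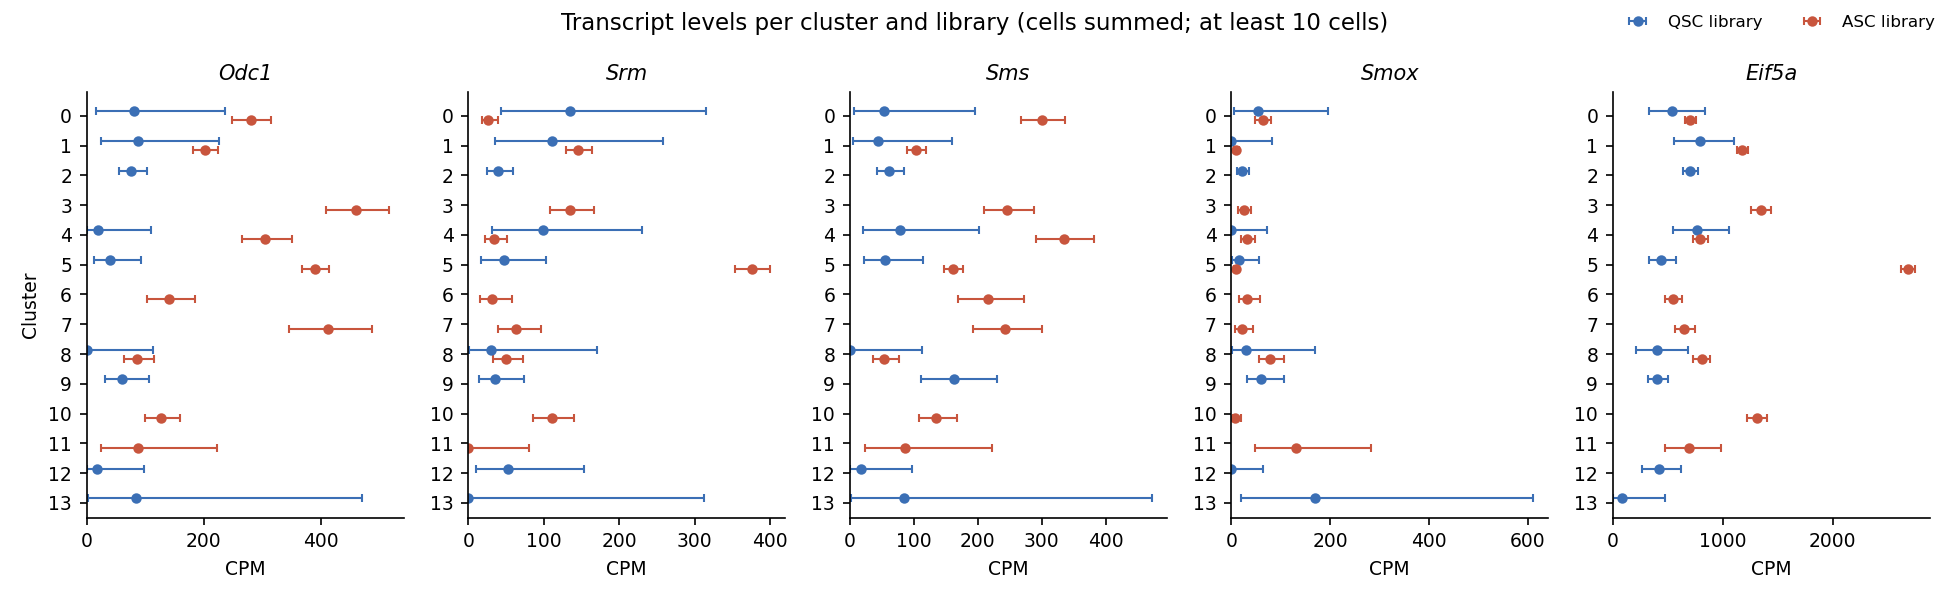
CPM of summed UMI counts (horizontal axes) in each cluster and library with at least 10 cells, with exact Poisson 95% intervals that cover counting error only. Eif5a (2683 CPM) and Srm (376 CPM) peak in ASC cells of cluster 5, and Sms is highest in ASC cells of clusters 4 (334 CPM) and 0 (301 CPM).

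Whether larger programmes moved with these genes was described by gene sets. The 5 genes of polyamine synthesis had a median log2 ratio of 1.26 (95% interval 0.98 to 1.57), at percentile 99.3 of matched random lists, with 3 genes higher and 2 lower. Ribosome biogenesis genes had a median of 0.99 (percentile 100), translation factors 0.50 (percentile 95.4) and ribosomal protein genes 0.50 (percentile 100). S phase genes had a median of 2.33 (percentile 100), and G2/M genes a median of 4.44 (percentile 100), or 2.69 with genes at 0 set to their bound. Glycolysis genes were at 0.91 (percentile 99.8). Genes of the Notch pathway, at -2.09 (percentile 0.04), and early-response genes, at -2.45 (percentile 0), were lower. Nuclear genes of oxidative phosphorylation had a median of 0.15, at percentile 7.55, but stood at percentile 77.1 in clusters named as muscle types and 85.2 in contractile-low muscle cells. Under the restriction to clusters named as muscle types, polyamine synthesis fell to 0.46, ribosome biogenesis to 0.19, translation factors to 0.11 and ribosomal proteins to 0.08, which are at percentiles 77.1, 81.4, 14.2 and 0.34. Within contractile-low muscle cells these 4 sets were at 1.14, 1.26, 0.70 and 0.61.

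By the fixed rule of size, the 10 genes with the largest ratios towards the ASC library were Spp1, Hist1h2ap, Mt3, Plac8, Ly6c2, Timp1, Pclaf, Myog, Actc1 and Stmn1. Spp1 had 1 QSC and 3130 ASC UMIs, a log2 ratio of 8.68 (6.20 to 13.98). Plac8, Ly6c2 and Pclaf had no QSC UMI and, against a floor of 3 QSC counts, were at least 86.7-fold, 85.7-fold and 48.1-fold higher; the lower limits of their exact intervals were log2 ratios of 6.14, 6.12 and 5.29. The 10 lowest were Clec3b, Dcn, Igfbp6, Abca8a, Fosb, Ly6c1, Ogn, Plac9b, C1qc and Col1a1, with log2 ratios from -6.11 (Clec3b) to -4.09 (Col1a1). Plac8 and Ly6c2 lead the macrophage/monocyte-like cluster, and Clec3b, Dcn, Igfbp6 and Col1a1 the fibroblast-like cluster, which held 17 QSC cells and 1 ASC cell. Hist1h2ap, Ly6c1, Ly6c2 and Plac9b have close paralogs and are uncertain. Within clusters named as muscle types, the 5 highest were Mt3, Actc1, Myog, Mybph and Mymk and the 5 lowest Ccl11, Gm17167, Tnfaip6, Abca8a and Pxdc1. Within contractile-low muscle cells, the 5 highest were Hist1h2ap, Spp1, Timp1, Pclaf and Cdc20, and the 5 lowest Gm17167, Gm26802, Zbtb16, Sik1 and Fosb.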

Values the study reported

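The study reported that Eif5a mRNA was 8-fold higher in activated than in quiescent satellite cells, in a measurement separate from the single-cell libraries. It reported spermidine at 19.2 μM in activated and 8.5 μM in quiescent cells, a difference of 2.25-fold. The activated cells for its metabolite measurements were sorted 3 days after injury from another reporter line, against 1.5 days for the ASC library. From the single-cell libraries it described 3 populations, without ratios for single genes. It stated that Odc1, Srm, Sms and Smo, the gene named Smox here, were higher in activated than in quiescent cells, and Sat1 lower. Published bulk RNA sequencing of such cells was given as further evidence.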

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

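The tests in this part were planned once the contractile-high barcodes had been seen, but before their own values were known. Barcodes left out by the cell filter carried contractile transcripts outside the comparisons of the report. In the QSC library, the 250 barcodes left out (246 with under 500 genes) took 14.96% of their 183929 UMIs from the 10 contractile genes (95% interval 14.8 to 15.1), and 84.8% of them (212) were contractile-high. In the ASC library, the 182 barcodes left out took 7.37% of 163992 UMIs from these genes (7.24 to 7.49), and 68.1% (124) were contractile-high. They were flagged because a count of 0 would allow only 0.00163% and 0.00183%. That limit says little here, since kept cells took 4.41% and 5.75% of their UMIs from the same genes; the left-out barcodes lay above these shares too.

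A candidate explanation is that these droplets held only free RNA of a single mixture. Then the contractile share would vary between droplets no more than counting error. Its variance was 28.8 times the binomial variance in the QSC library and 24.3 times in the ASC library, which argues against 1 common mixture in each library. Fragments or nuclei of fibres in some droplets, and mixtures that differ between droplets, stay open. No biological explanation was tested. With all deposited barcodes, the log2 ratio of Pax7 was -2.95, close to the main value, but those of the contractile genes Myf6 and Myh4 moved to 1.48 and 1.04. Amd1, at -0.41 (-0.69 to -0.12), and Sat2, at -1.25 (-2.23 to -0.16), then lay below 0 beyond counting error.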

How the results depend on the processing

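The restrictions to contractile-low muscle cells and to contractile-high barcodes were chosen after the data were seen. The other alternatives were planned, but clusters named as muscle types and removal of myocyte-like clusters depend on a naming rule that was written after the data were seen. Values are log2 ratios of ASC over QSC, without a test. No paired analysis was possible because each group had 1 library and no result comes from a test.

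Over the 12 alternatives, Odc1 ranged from 1.79 to 2.47, Srm from 0.04 to 2.30, Sms from 0.64 to 1.59, Eif5a from 0.57 to 1.64, Myod1 from 0.95 to 3.57 and Pax7 from -5.87 to -0.78, with no change of sign in the values themselves. The sign was not fixed, as the interval includes 0, for Pax7 under the limit of 1% mitochondrial UMIs (-3.56 to 4.65, on 1 QSC UMI) and in contractile-high barcodes (-4.71 to 1.12, on 2), and for Srm in contractile-high barcodes (-0.99 to 1.28) and in clusters named as muscle types (-0.04 to 1.01). Smox ranged from -1.10 to 0.37 and changed sign under some of them, but its difference was within counting error in the main setting. Sat1 reversed under 2 alternatives and kept its sign under 10.

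The limit of 1% mitochondrial UMIs reversed Sat1 to 2.33 (0.77 to 4.61, on 3 QSC UMIs) and moved Pax7 to -0.78, Myod1 to 2.68, Srm to 1.23, Sms to 0.64, Smox to -0.79 and Eif5a to 0.94. By its construction it left 86 QSC and 948 ASC barcodes, of which 85 and 870 were contractile-high. Contractile-high barcodes alone reversed Sat1 to 2.00 and moved Pax7 to -2.22, Myod1 to 3.57, Srm to 0.036, Sms to 0.87 and Eif5a to 0.85. Contractile-low muscle cells alone moved Srm to 2.30, Smox to -1.10, Sat1 to -1.99 and Eif5a to 1.61, and reversed Azin1 to -0.20. In them the set medians moved to 0.70 for translation factors, 1.26 for ribosome biogenesis, 2.90 for S phase, -2.60 for early response, 0.61 for ribosomal proteins and 0.41 for oxidative phosphorylation.

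Clusters named as muscle types moved Pax7 to -5.87, Myod1 to 1.13, Odc1 to 1.79, Srm to 0.47, Sat1 to -1.94 and Eif5a to 0.57. The set medians moved to 0.46 for polyamine synthesis, 0.11 for translation factors, 0.19 for ribosome biogenesis, 0.51 for S phase and 2.80 for G2/M. They moved to 1.02 for glycolysis, -3.61 for Notch signalling, -3.08 for early response, 0.084 for ribosomal proteins and 0.40 for oxidative phosphorylation. With genes at 0 set to their bound, Notch signalling stood at -2.14, against -2.08 in the main setting, so it hardly moved. G2/M then stood at 1.16, against 2.69 in the main setting. The restriction to clusters named as muscle types left out the 5 unnamed clusters. Clusters 1 and 5 held 245 and 145 ASC cells, of which 241 and 101 were contractile-low. Clusters 3, 6 and 7 held 226, 115 and 103 ASC cells, of which 211, 107 and 102 were contractile-high. The clusters that stayed set mainly quiescent-like QSC cells against contractile-high ASC barcodes.

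At least 1000 genes per cell moved Myod1 to 0.95, Odc1 to 1.81 and Sat1 to -1.34. The mean of CPM per cell moved Myod1 to 1.19, Srm to 0.70, Sat1 to -0.80 and Eif5a to 0.77. TMM scaling moved Myod1 to 1.73, Sat1 to -0.83 and Eif5a to 1.63, and median-of-ratios scaling to 1.74, -0.82 and 1.64; both add 1 factor to every gene by construction. For the changes under the other settings, the cause was not tested beyond the tests on Sat1 given under the other observations.

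Shares of cells with a UMI follow the depth by construction. Unthinned, the QSC and ASC shares were 24.2% and 7.43% for Pax7, 16.1% and 42.2% for Myod1, 12.2% and 55.2% for Odc1, 10.1% and 25.1% for Srm, 12.98% and 49.7% for Sms, 5.81% and 11.99% for Smox, 29.3% and 30.9% for Sat1, and 67.6% and 86.1% for Eif5a. Thinned to 600 UMIs they were 8.91% and 0.817% for Pax7, 4.84% and 10.7% for Myod1, 3.49% and 16.3% for Odc1, 2.52% and 4.84% for Srm, 3.49% and 11.4% for Sms, 10.5% and 6.27% for Sat1, and 26.0% and 40.6% for Eif5a, and 2.38% for Smox in the ASC library. The order of the 2 libraries for Sat1 turned without thinning.

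Removal of Scrublet calls took away 7 QSC and 3 ASC barcodes and so tests little. The number of clusters stayed within 10 to 14 under 5 alternatives. For the remaining genes of interest, 108 values stayed within counting error, 50 moved, either with the sign kept or from a main value within counting error of 0, and 1 reversed, the value of Azin1 given above. Depth limits Smox, Paox, Sat2, Azin2 and Eif5a2, and all values of contractile-high QSC barcodes, which held 214486 UMIs.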

Other observations

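The tests on Sat1, Sms, Myod1, contractile-high barcodes and UMI number, and the comparison with matched genes within clusters, were chosen after their results were seen. Those on early-response genes and on the correlation with ribosome biogenesis genes over contractile-low ASC muscle cells were written before, but the rules that turn values of the early-response and slow-fibre tests into verdicts were revised after the values were seen. In all of them, group and library are the same, so a difference of preparation between the libraries stays open beside the biological difference between quiescent and activated cells.

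Eif5a differed between the libraries by 2.55-fold. That is lower than the value quoted from the study above. The study measured sorted cells by quantitative PCR against β-actin. The value here covers all kept cells, and 939 of 1468 ASC cells were contractile-high. The reason was not tested. Over all kept cells, Odc1, Srm, Sms and Sat1 differed in the direction that the study reported for its populations. Smox, reported there as higher in activated cells, did not differ beyond counting error (log2 ratio -0.12), and was lower in contractile-low muscle cells (-1.10). The sets of cells differ.

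Sat1 was lower in the ASC library over all kept cells and higher under the limit of 1% mitochondrial UMIs. A candidate explanation is that this limit keeps mostly contractile-high barcodes, in which Sat1 goes the other way. The ratio within all contractile-high barcodes cannot test this, because the barcodes are nearly the same. Among those that the 1% limit leaves out and the 10% limit keeps, 19 QSC and 69 ASC barcodes, it was 2.04 (-0.59 to 7.41) on 1 QSC UMI, which is too few to decide. A larger share of Sat1-rich non-muscle cells in the QSC library as the cause of the lower value is argued against by contractile-low muscle cells, which exclude those cells and gave -1.99 (-2.22 to -1.75). Among the mitochondrial limits only that of 1% gave the opposite sign: the log2 ratio was -1.04 at 5% and -1.12 at 10%.

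Sms was higher in the ASC library among contractile-low muscle cells, while contractile-high ASC barcodes are rich in it (282 CPM). Free RNA from such barcodes might raise it. The difference would need 26.8% of their level (at least 15.4% at the interval bounds), while in ASC macrophages, which were not selected on them, the 10 contractile genes together stood at 17.3% of their level there and Sms at 18.9%. These shares lie below the first value and above its bound, so free RNA and a difference in the cells themselves cannot be told apart for Sms.

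Myod1 was present in contractile-high barcodes of the ASC library, with 500 UMIs and 166 CPM, which is 40.0% of its level in contractile-low muscle cells, whereas Pax7 stood at 6.73%. If free RNA or whole cells of the satellite lineage were the source, other abundant transcripts of those cells would reach as large a share. Of 263 abundant protein-coding genes, 81 lay below the share of Myod1 beyond counting error, the lowest being Cdkn1c at 3.05%. This argues against such a source as the whole cause. Transcription of Myod1 in contractile-high barcodes after injury is a hypothesis that stays open, as does free RNA from only a part of the lineage.

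Contractile-high barcodes made up most of the ASC library, although the cells were sorted for satellite cells. Droplets with free RNA of 1 common mixture would divide their UMIs between slow-fibre and fast-fibre genes alike. The variance of the slow-fibre share was 155 times the binomial variance, against at most 1.18 in 1000 simulations of 1 mixture. That value rests largely on a few of the 939 barcodes: 7 were over 20% slow, and without the 17 over 5% it was 3.12, still above the simulated range. The verdict was first taken from all barcodes and then from the trimmed value, and it was the same. Doublets of a satellite cell with a fibre fragment would hold at least as many UMIs as satellite cells, but the median of contractile-high barcodes was 0.318 of that of contractile-low muscle cells (2672 against 8400.5 UMIs). Nuclei of fibres would be rich in transcripts kept in the nucleus, but Malat1 stood in these barcodes at 7.90% (7.51 to 8.30) of its level in contractile-low muscle cells and Neat1 at 10.4% (7.06 to 14.7), which argues against nuclei as the whole cause. Fibre fragments and young myocytes could each give such barcodes and were not separated.

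UMIs per cell were higher in the ASC library. Deeper sequencing alone would raise all classes alike. Kept cells cannot test this, because the limit of 500 genes removed shallow barcodes, and 212 of those left out of the QSC library were contractile-high. Over all deposited barcodes the ratio of median UMIs was 2.93 (2.53 to 3.40) for contractile-low and 2.82 (2.42 to 3.19) for contractile-high barcodes, 1.04 times apart. Ratios this alike are what deeper sequencing would give, but more RNA in both classes would give them too. The deposited barcodes also started at 455 UMIs (QSC) and 501 UMIs (ASC), not far below the QSC contractile-high median of 842.5. Any barcodes below these floors are missing, so a cut may have affected these ratios as well. The 2 explanations cannot be told apart with 1 library per group.

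Early-response genes led the quiescent-like cluster and were lower in the ASC library. A response to tissue handling that all cells of the QSC library share could cause this. The set was also lower in the macrophage/monocyte-like cluster, at -1.30 (-1.50 to -1.03) on 16 QSC and 85 ASC cells, but by less than the -2.60 (-2.64 to -2.50) in contractile-low muscle cells. By the first form of the rule, any lower value counted in favour of handling; the revised form also asks for a like extent. A response shared to a like extent was not found and neither was its absence, so handling and cell state cannot be told apart for this set. Free RNA of these genes in the QSC macrophages would also lower the value. Plac8 and Ly6c2, among the leading genes of the macrophage/monocyte-like cluster, had no QSC UMI. Its cells were thus not alike in the 2 libraries, which limits it as a control for handling.

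Within the ASC library, Eif5a and Srm were highest in cluster 5. A candidate explanation is that they follow ribosome biogenesis genes from cell to cell. Over 378 contractile-low ASC muscle cells thinned to 2900 UMIs (40 shallower cells left out), the rank correlation with the summed ribosome biogenesis genes was 0.67 for Eif5a, at percentile 100 of 200 genes matched on mean, and 0.44 for Srm, at percentile 99.5. For Eif5a and Srm it was 0.41 and 0.29 within the 214 cells of cluster 1, at percentiles 100 and 98.5 of the same matched genes, and 0.26 and 0.30 within the 95 cells of cluster 5, at percentiles 98.5 and 99.5, so it was not only a difference between clusters. For Odc1 it was 0.24, at percentile 83.0, below the 95th percentile set beforehand as the limit, and 0.03 within each of these clusters. The test thus gave no support for Odc1 following these genes, and a weak link stays open. Cells of 1 library are not replicates, and these values describe that library only.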
